A study of Mus musculus with 2 samples. Its data were reported in "Inactivation of Lsd1 triggers senescence in trophoblast stem cells by induction of Sirt4" (2017).

How the data were processed

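Lsd1 chromatin immunoprecipitation was done with antibody 20752 on fixed, sonicated chromatin of mouse TSCs that the study calls wild-type. An input library without antibody was made from the same kind of cells. By the study's methods, libraries were prepared without size selection, sequenced on an Illumina instrument and mapped to mm10 with Bowtie 2, and peaks were called with MACS with the input as control, peaks above a false discovery rate cutoff being excluded. The submitters' processing notes name Bowtie and mm10. The peak list has 5 columns and no header: chromosome, start, end, a peak name and a value per peak. That value is treated as the score the authors deposited from their peak caller. Its scale is not stated in the file. It was used only to describe, rank and filter peaks within the list. Peaks were called on a single Lsd1 library, so replicates could not be compared. The input entered through the authors' peak calling and has no values of its own here. Neither read counts nor depth are given with the list, so no depth-based limit could be computed, and a gene without a peak may have Lsd1 below the calling threshold.

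Gene models were RefSeq annotation of GRCm38, the assembly that mm10 names. Curated transcripts (45756) on chromosomes 1 to 19, X and Y were used. Classes were set by the peak midpoint in the order promoter (1000 bp upstream to 100 bp downstream of a TSS), transcript end (100 bp upstream to 1000 bp downstream), exon, intron and intergenic, which follows the window of HOMER, the annotation tool the study used. Shares were compared with 1000 random placements of the peaks, with the same widths and chromosomes and outside assembly gaps (runs of at least 50 undetermined bases), by a two-sided empirical p. Distances to the TSS were taken from peak midpoints within 2000 bp of the nearest TSS, with a bootstrap interval from 10000 draws of peaks. A protein-coding gene was called promoter-occupied when a peak overlapped the promoter window of any of its curated transcripts by at least 1 bp. One peak can occupy several genes. The start counted can lie inside the gene, as it did for Pou5f1, Elf5, Tex14 and Hk1. CpG-rich promoters are those with a ratio of observed to expected CpG of at least 0.473, the upper 5 of 10 classes of genes. A gene has 1 ratio, the highest over its curated starts, which need not be the start with the peak. Counts of CpG-rich promoters are therefore counts of genes.

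Gene lists (22) and motifs (22) were fixed before the data were examined. Lists were tested with Fisher's exact test against all other protein-coding genes, and against 10000 random lists matched on 10 classes of the promoter CpG ratio. Shares of lists carry exact Clopper-Pearson intervals and other shares Wilson intervals, all at 95%. The threshold was an adjusted p of 0.05. Scores of promoter and other peaks were compared with 100000 resamples. Densities per Mb carry exact Poisson intervals, and ratios of densities an exact conditional binomial interval. GC content and motifs were read in the central 500 bp of each peak and in a window of 500 bp centred 2000 bp downstream, for the 14440 peaks whose windows held no undetermined base. Motif consensus words were searched on both strands. A control with no match was set to 3 matches, which makes the ratio a lower bound.

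Named genes were chosen by a rule set before the data were examined. It takes the genes the study is about, the 10 protein-coding genes with the highest-scoring promoter peak, 3 occupied members of each list with the highest scores and the first 2 unoccupied members in alphabetical order. It also takes the 5 highest-scoring peaks over 10 kb from every curated TSS, the 5 genes with most peaks inside, and the 5 motifs with the highest and 2 with the lowest ratio. Other list members named, and the genes under peaks, were added after the values were seen. Scores given for a gene are those of its highest-scoring promoter peak.

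Alternatives set in advance were peaks at or above the median score, a promoter of 1000 bp on either side of the TSS, midpoint in place of overlap, protein-coding transcripts or the most upstream TSS only, placement over the whole genome, merging of peaks within 1000 bp, other flanks or shuffled sequence as motif control, and peaks outside promoters. Leaving out chromosomes 1, 2 and 11, GENCODE transcripts, predicted RefSeq transcripts and leaving out chromosome 4 from 130 Mb were added after the data were seen. Statistics were tested on simulated data with known answers. Of 200 simulated lists of CpG-rich genes without an effect of their own, the matched lists called 2.5% and Fisher's test 46.5%, over 20000 simulated genes. Of 200 lists with a strong effect, a large rise in the odds of every member, the matched lists called 100%. Smaller effects were not simulated, so how often the matched lists would miss them is unknown. All 6 planted motifs were recovered in 6000 simulated sequences, with 0 others. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and pysam 0.24.0, and samtools 1.23.1. The transcriptome of inhibitor-treated cells was not used here.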

Results

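Chromatin bound by Lsd1, the histone demethylase encoded by Kdm1a, was profiled by chromatin immunoprecipitation and sequencing in wild-type mouse trophoblast stem cells (TSCs), the self-renewing precursors of the placenta. The study applies the name wild-type to TSCs that are homozygous for a conditional Lsd1 allele. The cells came from embryonic day 3.5 embryos, were at passage 15 to 20 and were kept with Fgf4 and heparin. There was 1 Lsd1 library and 1 input library, and the data were 1 list of peaks that the authors had called against the input. The list held 14450 peaks on mm10. It is larger than the high-confidence set the study describes, which could not be rebuilt because the list gives no false discovery rate. Read totals were not part of the list, so the depth of both libraries is unknown here. No replicate check was possible. The p-values below, which run over peaks or genes of this library, describe this library, and intervals cover counting error only. The deposited score of a peak ranged from 50 to 3100, with a median of 108 and quartiles of 72.8 and 177. Peaks were 415 to 12967 bp wide, with a median of 1244 bp, and together covered 20.5 Mb, or 0.775% of the ungapped genome.

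The first question was which parts of the genome Lsd1 occupied. Promoters were the class most enriched for Lsd1. The midpoint of 5245 peaks (36.3%, 95% Wilson interval 35.5 to 37.1) lay from 1000 bp upstream to 100 bp downstream of an annotated transcription start site (TSS), against 1.33% ± 0.0973 (SD over 1000 placements) when the same peaks were placed at random on their chromosomes. That is 27.3 times more. Exons held 1862 peaks (12.9%, 12.3 to 13.4), 4.8 times more than at random, of which 932 lay in coding sequence. Because the promoter window ends 100 bp downstream of the TSS, exon and intron peaks include some just past a start. With 1000 bp on either side of the TSS taken as promoter, 7766 peaks (53.7%) were promoter peaks. Introns held 3467 peaks (24.0%, 23.3 to 24.7) and intergenic sequence held 3673 (25.4%, 24.7 to 26.1), which is 0.619 and 0.454 times the random share. Transcript ends held 203 peaks (1.4%, 1.23 to 1.61), 1.18 times the random share (permutation of positions, two-sided p = 0.016). For the other 4 classes that p was 0.002, the smallest that 1000 placements can give. With GENCODE transcripts in place of RefSeq ones, 40.2% of peaks were promoter peaks, 15.1 times the random share.

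**Figure D1:**
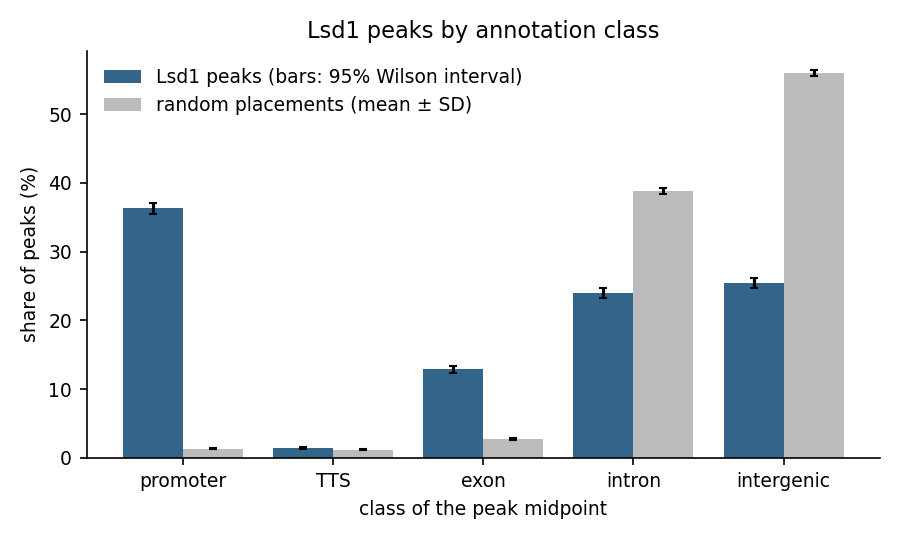
Share of the 14450 Lsd1 peaks (y axis, percent) whose midpoint fell in each annotation class (x axis), beside the mean share over 1000 random placements of the same peaks; error bars are 95% Wilson intervals for peaks and SD for placements. Promoters held 36.3% of peaks against 1.33% at random, and intergenic sequence 25.4% against 56.0%.

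The study also asked how Lsd1 sat relative to the TSS. Lsd1 peaks piled up on the start site itself. The midpoint of 7205 peaks (49.9%) was within 500 bp of a TSS and that of 3120 (21.6%) within 100 bp. Among the 8188 peaks within 2000 bp, the median midpoint was 37 bp downstream of the TSS (bootstrap 95% interval over peaks 31 to 43), and 57.9% were downstream. The fullest 100 bp bin, from 0 to 100 bp downstream, held 1583 peaks. That is 138 times the mean of 11.5 peaks per bin at 4000 to 5000 bp. Away from promoters, 4484 peaks (31.0%) were over 10 kb from every curated TSS.

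**Figure D2:**
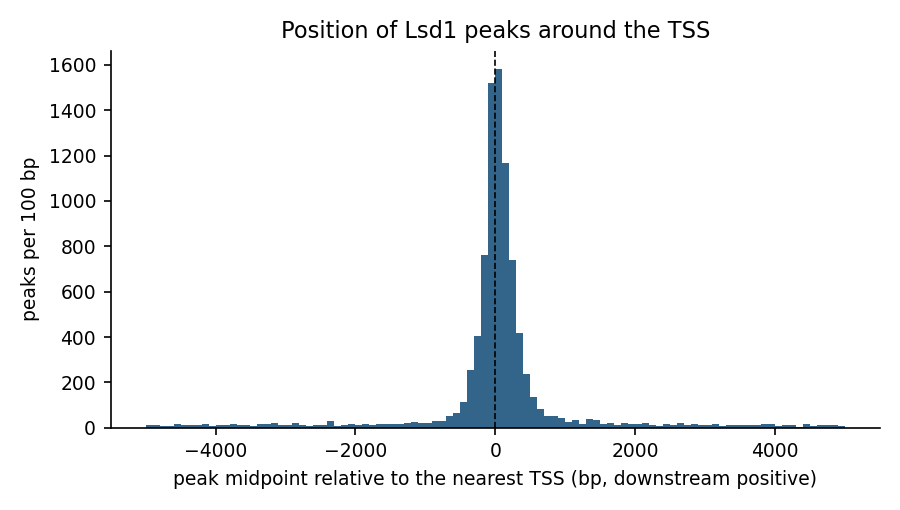
Number of Lsd1 peaks per 100 bp bin (y axis) by the distance of the peak midpoint to the nearest TSS (x axis, bp; downstream positive). The fullest bin, just downstream of the TSS, held 1583 peaks, and bins beyond 4000 bp on either side averaged 11.5.

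The study named as direct Lsd1 targets the promoter-occupied genes whose expression changed on inhibition, and promoter occupancy alone is described here. Of 21000 protein-coding genes, 8143 (38.8%, Wilson 38.1 to 39.4) had a peak overlapping a promoter. Genes with an occupied promoter were rich in promoter CpG. The ratio of observed to expected CpG, the highest over the starts of a gene, had a median of 0.65 in occupied and 0.281 in unoccupied genes. The occupied share rose from 0.905% in the tenth of genes with the lowest ratio to 76.1% in the tenth with the highest. Counting a gene only when a peak's midpoint lay in its promoter left 5393 genes, and using only peaks at or above the median score left 4998.

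Of the genes the study is about, the cell cycle inhibitor genes Cdkn2a and Cdkn2b, the tumour suppressor gene Trp53 and the enzyme genes Gls, for the conversion of glutamine to glutamate, and Glud1, for the oxidation of glutamate, had Lsd1 at the promoter. The Gls peak (chromosome 1, 52231825 to 52234094) had a score of 531 and ranked 257 of the list. The Glud1 peak (chromosome 14, 34309902 to 34311390) had a score of 238. Cdkn2a, which encodes p19 and p16 from separate starts, had a peak at 89294102 to 89295639 on chromosome 4, with a score of 168. That peak is at the upstream start (89294619), that of p19. The p16 start (89282192) had no promoter peak, and the nearest peak midpoint was 3100 bp upstream of it (peak score 96.45). Its neighbour Cdkn2b, which encodes p15, had one at 89310376 to 89311506 with a score of 90.4. The peak counted for Trp53 (chromosome 11, 69578721 to 69579878) had a score of 56.5 and its midpoint was 51 bp from the start of Wrap53, a gene that overlaps Trp53. A stronger peak, at 69580615 to 69581999 with a score of 181.47, lay in a Trp53 intron, with its midpoint 948 bp downstream of the TSS.

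Promoters of Kdm1a itself, Sirt4, Rb1, Cdkn1a and Esrrb had no peak by curated transcripts. Kdm1a had no peak within 20 kb, and the nearest was 406 kb away. It lies in the distal part of chromosome 4, where Lsd1 peaks were rare as a whole: from 130 Mb to the end of the chromosome 9 of 227 CpG-rich promoters were occupied (3.96%, exact interval 1.83 to 7.39), against 56.5% of 481 on the rest of it. Rb1, the retinoblastoma gene, had 1 peak, in an intron (chromosome 14, 73234140 to 73235231, score 125.46), with its midpoint 3205 bp from the start of Lpar6, a gene nested in Rb1. The nearest peak to Cdkn1a, which encodes p21, was at 29080488 to 29081621 on chromosome 17 (score 116.33), with its midpoint 1929 bp from the start of the non-coding gene Trp53cor1. Esrrb, which encodes an orphan nuclear receptor needed for TSC self-renewal, had 6 intronic peaks with scores of 57.83 to 126.73.

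Sirt4, a mitochondrial sirtuin that restrains glutamine use, lay beside a strong Lsd1 peak that missed its curated start. The curated transcripts start at 115484484 and 115484297 on chromosome 5 (minus strand), and no peak overlapped the promoter window of either. A peak at 115489045 to 115490780 had a score of 674.5, ranked 141 of 14450, and had its midpoint 5429 bp upstream of the curated TSS. It covered the starts, from 115490132 to 115490264, of 8 of the 9 predicted RefSeq transcripts of Sirt4. It also covered a pair of predicted small nuclear RNA (snRNA) genes, Gm24265 (115489459 to 115489599) and Gm24407 (115490254 to 115490394). Read placement at snRNA genes was not settled here, and that limit holds for this peak too. A weaker peak, with a score of 54.97, lay in a Sirt4 exon at 115479362 to 115480204. The study presents Sirt4 as a direct target with Lsd1 at its promoter, and reports more Sirt4 RNA and protein after Lsd1 inhibition. Its text does not name the Sirt4 start it used.

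**Figure D3:**
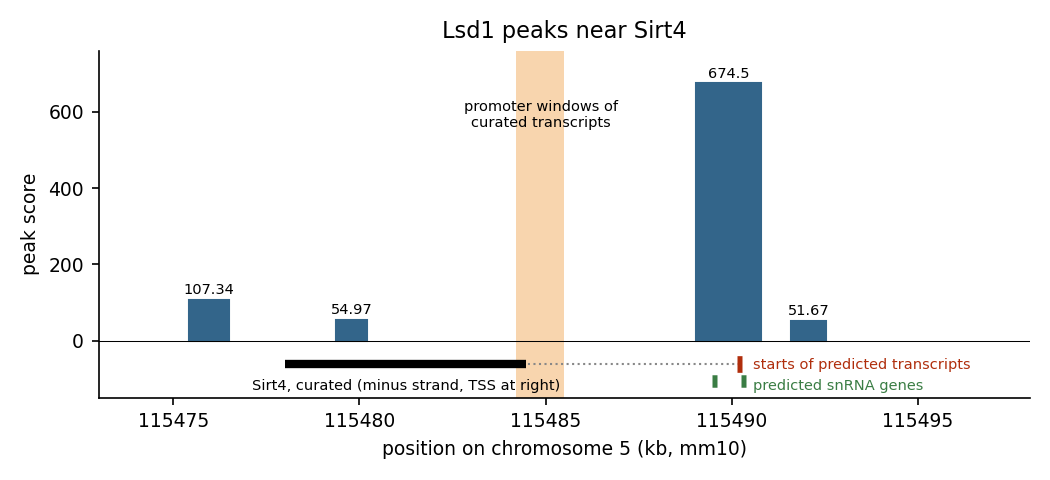
Lsd1 peaks near Sirt4 on chromosome 5 (x axis, kb of mm10; y axis, deposited peak score; each bar spans a peak), with the curated gene in black, its promoter windows shaded, predicted transcript starts in red and predicted snRNA genes in green. The peak with a score of 674.5 lies outside the shaded windows and over the predicted starts and both snRNA genes.

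Gene lists fixed before the data were examined were compared with all other protein-coding genes. Lsd1 was at the promoters of most genes for TSC self-renewal, FGF and MAPK signalling, the Hippo pathway and glutamine metabolism. It was at few promoters of germline genes and nearly absent from those of olfactory receptor genes. Of 22 lists, 8 were occupied more often than other genes, 2 less often and 12 neither (Fisher's exact test, two-sided, Benjamini-Hochberg over the lists). With predicted transcripts counted, all 8 kept their call. When a peak's midpoint had to lie in the promoter, 2 of the 8 did, and with peaks at or above the median score 6 of the 8 did. Against 10000 random lists matched on promoter CpG ratio none of the 8 stood above chance, the lowest adjusted p being 0.207, and both depleted lists stayed below it.

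Among TSC self-renewal genes, 13 of 17 promoters were occupied (76.5%, exact 95% interval 50.1 to 93.2, against 38.7% of other genes, adjusted exact p = 0.00894, and 0.213 against CpG-matched lists). The highest promoter scores were those of the transcription factor genes Tfap2c (470), Id2 (273) and Elf5 (263). Cdx2, Eomes, Gata3 and Tead4 were occupied too, while Esrrb and Ets2 were not. With predicted transcripts Esrrb counted as occupied, by a peak at 1 of 3 predicted starts, which made 14 of 17. FGF receptor and MAPK signalling genes, which act downstream of the Fgf4 in the medium, had 25 of 31 promoters occupied (80.6%, 62.5 to 92.5, adjusted exact p = 2.80e-05, and 0.213 matched). Spred1 (621) and Spred2 (472), feedback inhibitors of the pathway, and the kinase gene Map2k2 (235) scored highest, while Etv1 and Fgfr1 had no promoter peak. Hippo pathway genes and TEAD targets had 14 of 19 occupied (73.7%, 48.8 to 90.9, adjusted exact p = 0.0104, and 0.387 matched). Amotl2 scored 990, Sav1 286 and Yap1, which encodes a coactivator of Tead4, 171. Amot and Amotl1 were unoccupied.

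Glutamine uptake and glutamate metabolism genes had 16 of 20 promoters occupied (80.0%, 56.3 to 94.3, adjusted exact p = 0.00191, and 0.207 matched). After Gls (531), the highest scores were those of the aminotransferase gene Got1 (485) and of Glul (315), the glutamine synthetase gene. Gpt and Phgdh were unoccupied. Glutathione and antioxidant genes had 17 of 24 occupied (70.8%, 48.9 to 87.4, adjusted exact p = 0.00894, and 0.214 matched). Nfe2l2, which encodes the antioxidant regulator Nrf2, scored 893, Txn1 312 and Gpx4 308, while G6pdx and Gsr had no peak at the promoter. At or above the median score this list no longer passed (adjusted exact p = 0.145). Senescence and cell cycle inhibitor genes had 14 of 20 occupied (70.0%, 45.7 to 88.1, adjusted exact p = 0.0148, and 0.769 matched). Hmga1 (336), Rbl1 (311) and Cdkn2c (282) scored highest, and Cdkn1a and Cdkn1c were unoccupied.

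Genes of Lsd1-containing complexes had 16 of 24 promoters occupied (66.7%, 44.7 to 84.4, adjusted exact p = 0.0152, and 1.0 matched). The highest scores were those of Insm1 (717) and Snai1 (606), which encode repressors that recruit Lsd1, and Zmym2 (577). Chd4 and Gfi1 were unoccupied. Cytoplasmic ribosomal protein genes had 45 of 76 occupied (59.2%, 47.3 to 70.4, adjusted exact p = 0.00192). Their direction turned, to 0.932 times chance, against CpG-matched lists (adjusted p of 0.844), and to 0.829 times other genes at or above the median score (0.733). Rpl37a scored 266, Rps21 246 and Rpl7 181, and Rpl10, on X, and Rpl11, in the distal part of chromosome 4, were unoccupied.

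The depleted lists were germline genes that somatic cells silence and olfactory receptor genes. Germline genes had 2 of 20 promoters occupied (10%, 1.23 to 31.7, adjusted exact p = 0.021), Tex14 with a score of 352 and Sycp2 with 143. Asz1 and Brdt were among the unoccupied. This call was lost with 1000 bp on either side of the TSS (adjusted exact p = 0.073), by peak midpoint (0.0919) and at or above the median score (0.384). CpG-matched lists averaged 56.8% (adjusted p of 0.0022, the smallest these lists can give). Of 1107 olfactory receptor genes 1 was occupied, Olfr52 with a score of 50.7 (0.0903%, 0.00229 to 0.502, adjusted exact p = 1.08e-240), against 2.71% of matched lists (adjusted p of 0.0022). Olfr1 and Olfr10 were unoccupied.

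Energy metabolism lists did not pass the main test. Sirtuin genes had 5 of 7 promoters occupied (71.4%, 29.0 to 96.3, adjusted exact p = 0.184 by Fisher's exact test), led by Sirt6 (164), Sirt1 (104) and Sirt3 (97.6), with Sirt4 and Sirt5 unoccupied. With predicted transcripts Sirt4 counted as occupied, which made 6 of 7 (exact test, adjusted p = 0.0366). Nuclear genes of the respiratory chain had 38 of 74 occupied (51.4%, 39.4 to 63.1, adjusted exact p = 0.062), with Atp5g1 (471), Cox5b (212) and Ndufs2 (189) highest and Atp5a1 and Atp5c1 unoccupied. By peak midpoint the list passed (adjusted exact p = 0.0269), but it turned to 0.965 times other genes at or above the median score and 0.874 times chance against CpG-matched lists, neither passing. Pyruvate dehydrogenase and TCA cycle genes had 12 of 22 (54.5%, 32.2 to 75.6, adjusted exact p = 0.243), led by Mdh2 (485), Pcx (194) and Sdhd (146), and not including Aco2 and Idh3a. Glycolysis genes had 9 of 17 (52.9%, 27.8 to 77.0, adjusted exact p = 0.351), led by Pkm (215), Hk1 (199) and Pfkl (164), and not including Aldoa and Aldoc.

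Markers of other cell types and states did not pass either. Markers of differentiated trophoblast had 5 of 21 promoters occupied (23.8%, 8.22 to 47.2, adjusted exact p = 0.243): Ovol2 (788), Hand1 (271) and Flt1 (166) led, and Ascl2 and the placental cathepsin gene Cts7 were free. Embryonic stem cell markers had 4 of 16 (25%, 7.27 to 52.4, adjusted exact p = 0.351), namely Tbx3 (154), Pou5f1 (89.6), Klf2 (76.4) and Klf4, with Dppa3 and Dppa4 among the unoccupied. The Pou5f1 peak was counted at an internal start (35508807). It lay inside the gene, past its upstream start at 35506032, with its midpoint 1158 bp upstream of the start counted. Extraembryonic endoderm markers had 5 of 13 (38.5%, 13.9 to 68.4, adjusted exact p = 1.0), with Foxa2 (224), Gata4 (114) and Lama1 (90.6) highest and Afp and Amn unoccupied. Markers of fibroblasts, which serve as feeder cells, had 3 of 15 (20.0%, 4.33 to 48.1, adjusted exact p = 0.243): Fbn1 (200), Twist2 (195) and Col1a1 (127), but not Acta2 or Col1a2. The Col1a1 peak reached the window only at its edge, with its midpoint 1193 bp downstream of the TSS.

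Of the remaining lists, neuronal genes known as REST targets had 13 of 21 promoters occupied (61.9%, 38.4 to 81.9, adjusted exact p = 0.0761). Celsr3 (840), Snap25 (337) and Nefm (297) scored highest, and Chat and Gria2 had none. The list passed with a window of 1000 bp on either side of the TSS (adjusted exact p = 0.0298). Hox genes had 16 of 39 occupied (41.0%, 25.6 to 57.9, adjusted exact p = 0.911), led by Hoxc13 (785), Hoxd1 (391) and Hoxd11 (265), with Hoxa10 and Hoxa11 free. Imprinted genes had 7 of 25 (28.0%, 12.1 to 49.4, adjusted exact p = 0.351), led by Gab1 (289), Grb10 (180) and Zrsr1 (131), with Ascl2 and Cdkn1c free, against 54.0% of CpG-matched lists (adjusted p of 0.0528). Zinc finger genes of the Zfp series had 169 of 392 (43.1%, 38.2 to 48.2, adjusted exact p = 0.142), led by Zfp335 (1280), Zfp287 (683) and Zfp142 (547), with Zfp101 and Zfp105 free. Without chromosomes 1, 2 and 11 the zinc finger list passed (adjusted exact p = 0.0218). Several shares that did not pass fell there without passing: Hox genes to 20.0% (0.579 times other genes), imprinted genes to 14.3%, differentiated trophoblast markers to 11.1% and fibroblast markers to 0 of 9.

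**Figure D4:**
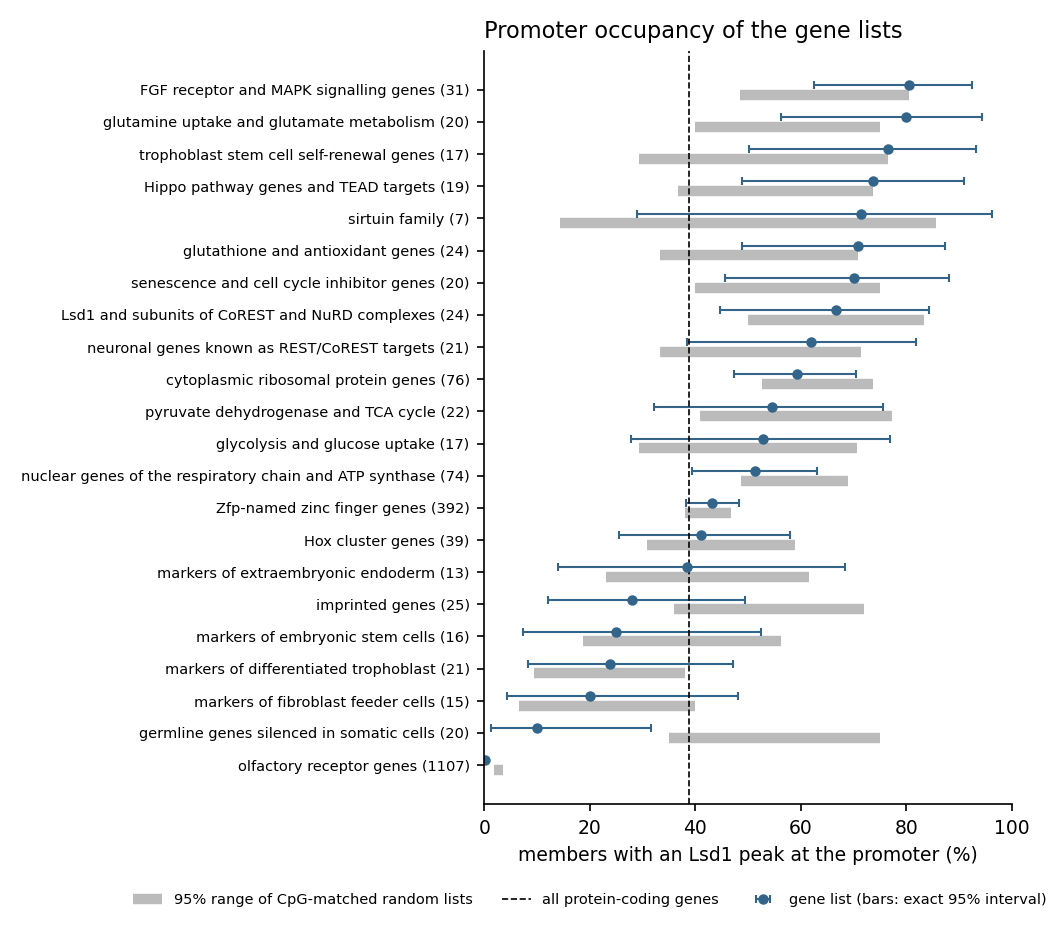
Share of promoters with an Lsd1 peak (x axis, percent) for each gene list (y axis, number of genes in brackets), as points with exact 95% intervals; grey bars span 95% of CpG-matched random lists and the dashed line marks all protein-coding genes at 38.8%. Germline, olfactory receptor and imprinted genes lie below their grey bars and glutamine genes above theirs, of which the first 2 passed the adjusted test.

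The strongest promoter peak was at Zeb1, which encodes a repressor of epithelial genes (chromosome 18, 5590736 to 5594583). Its score of 3100 was the highest in the list. The collagen-modifying enzyme gene Colgalt1 (2345), Fbrs (2032), Zbtb22 (1933), the sialyltransferase gene St6galnac6 (1814) and BC107364 (1795) followed. Ube2o (1626), Rnf44 (1564), the histone gene H4c18 (1497, in a peak shared with H2ac24 and H4bc24) and Rassf8 (1432) completed the first 10. Genes that share a peak were counted once in these 10, and Rassf8 ranked 12 when every gene was counted. The BC107364 peak, at 96448189 to 96454159 on chromosome 3, also covered an snRNA gene and 2 tRNA genes.

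Peaks over 10 kb from any curated TSS reached similar scores. The highest, 2506.63, was at 6527061 to 6533929 on chromosome 15, inside the full RefSeq model of Fyb but outside its curated transcripts. The next, 2409.85, was at 20253338 to 20257335 on chromosome 14 over the pseudogene Gm2048, nearest to Kcnk16. A pair of peaks on chromosome 3, at 96484794 to 96487590 (2376.11) and 96487943 to 96489491 (1516.3), covered the predicted snRNA genes Gm25890 and Gm22614 and had BC107364 as nearest protein-coding gene. One on chromosome 17, at 39842584 to 39849084 (1650.02), nearest to Esp38, covered a pseudogene of 18S ribosomal RNA, Rn18s-rs5. The peaks on chromosomes 14, 3 and 17 thus lay over a pseudogene or over predicted snRNA genes. Repeated sequence was not filtered out here, so whether reads were placed correctly at these peaks stays open. Within genes, Rapgef1 held most peaks (11), followed by Dst and Ptprt with 9 each and Bcl2l1 and Cuedc1 with 8 each. All 5 of these genes lie on chromosomes 1, 2 or 11.

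Promoter peaks scored higher than other peaks. The median score was 121 at 5245 promoter peaks and 100 at 9205 other peaks, a difference of 21 (two-sided permutation test over peaks, p = 1.00e-05, the smallest that 100000 resamples can give). Among the other classes the median was 131 in exons, 112 at transcript ends, 98.5 in introns and 89.0 in intergenic sequence. The difference was 37.8 with promoters taken as 1000 bp on either side of the TSS, and 13.5 without chromosomes 1, 2 and 11. Width and score rose together across peaks (Spearman's rho = 0.785, peaks not being independent replicates), and within 5 classes of peak width the mean difference was 17.6. It was 0.5 among the narrowest peaks and 29.1 among the widest.

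Lsd1 peaks were scarce on the X chromosome and dense on chromosomes 1, 2 and 11. X had 145 peaks, or 0.887 per Mb (exact Poisson interval 0.748 to 1.04). That is 0.149 times the autosomal density of 5.97 (exact interval 0.125 to 0.175, p = 1.53e-232, exact conditional test). Among peaks at or above the median score the ratio was 0.0939. On X, 4.43% of 902 protein-coding genes had an occupied promoter, and the Y chromosome had 3 peaks. Chromosome 11 had 13.6 peaks per Mb, chromosome 2 had 10.2 and chromosome 1 had 7.75, against 4.92 over the other 16 autosomes. Among those 16, gene-rich chromosome 19 reached 8.11, but with 0.462 peaks per distinct TSS against 0.836 on chromosome 1. Chromosomes 1, 2 and 11 were set apart after the densities were seen. Together they carried 2.05 times the density of the 16 (exact interval 1.98 to 2.12). Of their genes 54.3% were promoter-occupied, against 34.5% on all other chromosomes, X and Y included.

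**Figure D5:**
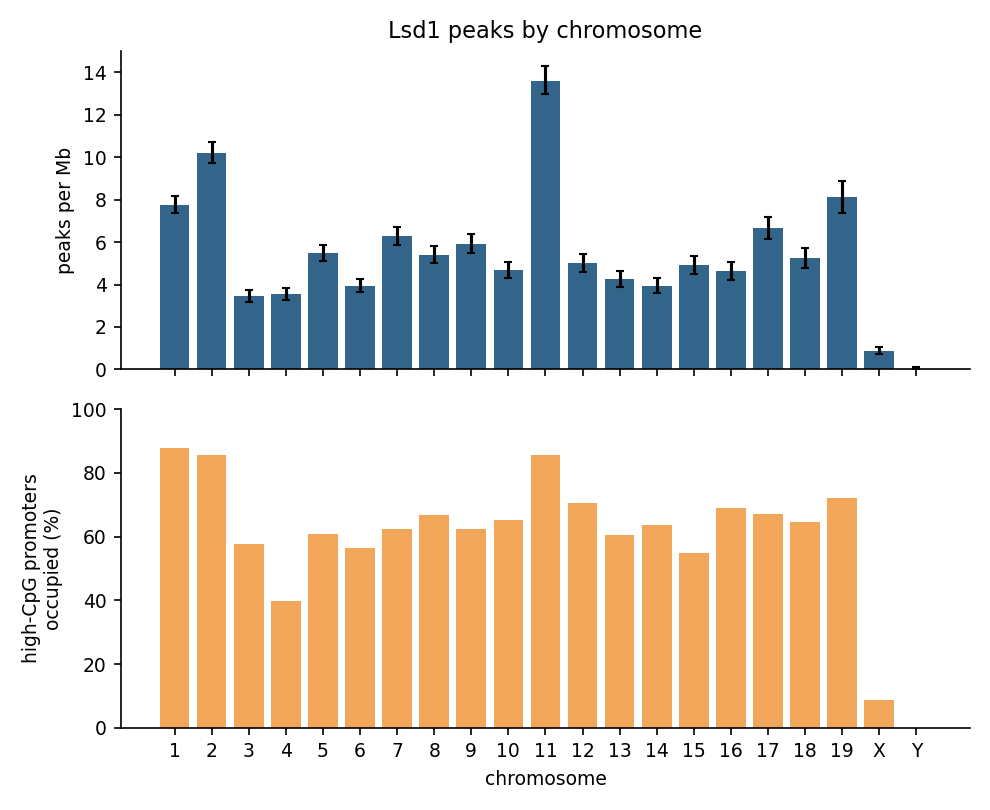
Lsd1 peaks per Mb of ungapped sequence (upper y axis, bars with exact 95% Poisson intervals) and share of CpG-rich promoters occupied (lower y axis, percent) by chromosome (x axis). Chromosome 11 stands at 13.6 peaks per Mb and X at 0.887, and CpG-rich promoters were occupied in 85.5% and 8.81% of cases.

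Sequence under the peaks was examined for base content and for 22 consensus motifs fixed in advance. Lsd1 peaks were GC-rich. The central 500 bp had a median GC content of 60.2%, against 45.2% in the window 2000 bp downstream, a difference of 15.0 points over 14440 peaks (permutation of signs, p = 1.00e-05, the smallest they can give). Outside promoters the difference was 9.0 points.

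The motifs of the repressor REST and of NRF1, YY1, KLF/SP and E2F factors were the most enriched. REST, which recruits Lsd1 to neuronal genes through CoREST, had its consensus in 73 peaks and in 1 flank (ratio 73.0, exact interval 12.7 to 2922, adjusted exact p = 1.59e-20). The NRF1 motif was 31.7 times more frequent in peaks (1.32% of them, adjusted exact p = 4.71e-48). The YY1 motif was 14.0 times more frequent (4.55%, adjusted exact p = 1.52e-139), the KLF/SP motif 9.63 times (18.0%) and the E2F motif 6.85 times (1.61%, adjusted exact p = 1.28e-37). Of the 73 peaks with the REST motif 64 lay outside promoters, and so did 396 of the 657 with the YY1 motif. Outside promoters the YY1 motif was 13.2 times more frequent in peaks than in flanks. In all, 15 motifs were enriched and 6 depleted (exact McNemar test, two-sided, Benjamini-Hochberg over 22). The most depleted were those of the oestrogen-related receptors (0.532 times, 0.921% of peaks, adjusted exact p = 2.45e-09) and GATA factors (0.57 times, 3.34%, adjusted exact p = 6.68e-24). Against the same sequences shuffled with dinucleotide counts kept, 20 motifs were enriched. E2F then fell to 0.561 times, while the receptor and GATA motifs rose to 2.38 and 1.3 times.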

Values the study reported

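The study reported 13 675 Lsd1 peaks of high confidence in TSCs, at a false discovery rate below 0.1%. After 24 h of Lsd1 inhibition it reported 1115 genes with changed expression. It counted 621 genes that were both changed and promoter-occupied, of which 59% rose.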

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

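Leaving out chromosomes 1, 2 and 11, leaving out chromosome 4 from 130 Mb, GENCODE transcripts and predicted RefSeq transcripts were alternatives chosen after seeing the data. The others were set before the data were examined. Of 200 alternative values outside single motifs, 169 were counted as kept. For tests this means the same side of the threshold, and a change of direction counted only where either value passed. Lists that turned without passing, such as the respiratory chain list, are thus among the 169. So is every alternative tried for the promoter, exon, intron and intergenic shares (none was for transcript ends), the score difference, the X density and GC content. No paired analysis was possible because there was 1 library of each kind. The peak count was 7225 at or above the median score and 9527 without chromosomes 1, 2 and 11, by construction. The median distance to the TSS was 51 bp at or above the median score, 30 bp within 500 bp and 27 bp without the 3 chromosomes. Promoter-occupied genes numbered 5393 by midpoint and 4998 at or above the median score. For the gene lists the value is the occupied share over that of other genes. By midpoint it no longer passed for self-renewal (1.83), senescence (1.95), glutamine (1.75), glutathione (1.79), Lsd1 complex (1.79), Hippo (1.64) and germline genes (0.195), and it passed for respiratory chain genes (1.58). Against CpG-matched lists it no longer passed for self-renewal (1.44), senescence (1.2), glutamine (1.39), glutathione (1.38), Lsd1 complex (1.0), FGF and MAPK (1.26) and Hippo genes (1.31), and ribosomal protein genes turned to 0.932. At or above the median score ribosomal protein genes turned to 0.829, and glutathione (1.75) and germline genes (0.42) no longer passed. With 1000 bp on either side of the TSS germline genes no longer passed (0.379) and neuronal genes passed (1.69). With predicted transcripts neuronal genes (1.68) and sirtuins (2.15) passed, and without the 3 chromosomes zinc finger genes passed (1.21). Against shuffled sequence these motif ratios turned: oestrogen-related receptor 2.38, CDX 2.95, GATA 1.3, SOX 1.07, OCT 3.53, GFI1 1.61, RUNX 2.07 and E2F 0.561. Without chromosome 4 from 130 Mb all 22 lists kept their call. At or above the median score AP-1 (1.02) and TEAD (1.07) no longer passed. Outside promoters SOX (0.806) and OCT (0.86) no longer passed, nor did the MYC E-box without the 3 chromosomes (1.22). Outside promoters CDX (1.04), RUNX (1.11) and the MYC E-box (0.924) turned. Beyond the CpG matching, which holds CpG content fixed by construction, the cause was not tested. Depth is unknown and could not be varied.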

Other observations

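The gene families, the classes of RNA gene and the comparison of motifs between promoter and other peaks below were chosen after the data were seen, as were the tests on CpG-rich promoters by window, on X and on distal chromosome 4. Histone genes were among the promoters Lsd1 occupied most often. Of 67 histone genes, 60 were occupied (89.6%, exact interval 79.7 to 95.7), against 62.7% of CpG-matched lists (adjusted p of 0.0136 over 272 families of at least 10 genes, the others by shared symbol prefix and the histone genes joined across prefixes). They included 49 of 53 on chromosome 13 and all 10 on chromosome 3, and the median score was 276 against 130 at all occupied promoters. The 60 genes shared 37 peaks, so they are not independent. H2ac23, H2bc23 and H4c17 shared a peak with a score of 1368. The unoccupied genes were the linker histone genes H1f0, H1f5, H1f6, H1f7 and H1f8 and the testis histone genes H2ac1 and H2bc1. The subunit genes of the adaptor protein complexes, which load cargo into vesicles, were the other family above matched lists (25 of 29, 86.2% against 59.1%, adjusted p of 0.0136). Protocadherin genes of the Pcdh series were below (0 of 12, exact upper limit 26.5%, against 47.1%, adjusted p of 0.0136), beside the olfactory receptors.

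Promoter peaks and other peaks carried different motifs. Their base content differed as well, with a median GC content of 65.2% in promoter peaks and 54.8% in other peaks. The comparison was not adjusted for this, so it does not separate motif use from base content. The AP-1 motif was in 15.0% of other peaks and 4.44% of promoter peaks (Fisher's exact test, adjusted p = 2.99e-93 over 22 motifs). TEAD followed with 13.0% and 4.39% (adjusted exact p = 1.67e-69), as did the T-box motif, which Eomes binds, with 4.71% and 1.09% (adjusted exact p = 1.87e-35). Against their own flanks, other peaks had 1.65 times more AP-1 and 1.6 times more TEAD motifs (adjusted exact p = 5.20e-35 and 4.14e-27). Over all peaks at or above the median score, however, neither passed (1.02 and 1.07 times, adjusted exact p = 0.769 and 0.277). KLF/SP (32.0% against 10%), NFY (16.5% against 5.99%) and ETS motifs (10.7% against 2.54%) were more frequent at promoters. The CTCF share did not pass the test (0.896% against 1.05%, adjusted exact p = 0.403).

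Chromosomes 1, 2 and 11 stood out in the strength as well as the number of peaks. Their density was 2.05 times that of the other 16 autosomes, 1.56 times in the bottom and 2.62 times in the top part of the list when divided at the median score, and 4.9 times (exact interval 4.41 to 5.45) among the highest-scoring 10% of peaks. Peaks per distinct TSS were still 1.81 times higher, which argues against gene density, and the lowest scores differed by 0.01, which argues against a laxer cutoff on these chromosomes. For CpG-rich promoters the higher occupied share was not confined to a few regions. It exceeded the median window of the other autosomes in 94.5% of 5 Mb windows (86 of 91). That test was added after the value for all peaks, 74.0%, had left dense regions open. It covers promoter occupancy only, and the density ratio was 1.51 for promoter peaks and 2.41 for other peaks. A few dense regions therefore stay open as a source of the excess of peaks. More immunoprecipitated DNA from the whole of these chromosomes, for instance from extra copies in the cultured line, remains open. The 95th percentile of score over CpG-rich promoters was 1.88 times higher (interval 1.73 to 1.97). Any cause of more or stronger peaks would raise that percentile, so it does not tell this explanation from others. Copy number was not measured here, the authors' use of the input should offset part of it, and no biological explanation was tested.

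The X chromosome was the opposite case. Of its 295 CpG-rich promoters 26 were occupied (8.81%, exact interval 5.84 to 12.6), against 61.2% on the 16 other autosomes, and a ratio of 0.144 (interval 0.0954 to 0.207) argues against a lack of CpG-rich promoters as the whole cause. An autosomal region behaved like X: the lowest share of any autosome, 39.7% on chromosome 4, came from its distal part, where 9 of 227 CpG-rich promoters were occupied from 130 Mb on and 0 of 117 from 140 Mb on, against 56.5% on the rest. Why distal chromosome 4 had so few peaks was not tested. For X, lower copy number and inactivation both remain open, since neither the sex of the line nor its X copies are given in the sources used here, and no biological explanation was tested.

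Small nuclear RNA genes lay under several of the strongest peaks. Of the 20 highest-scoring peaks 6 covered an annotated snRNA gene, against 44 (0.304%) of all peaks. The class was picked because it was seen there, and 4 of the 6 lie in 1 cluster on chromosome 3 and the others in 1 on chromosome 11. Of 18 curated snRNA genes 14 had a peak at the start (77.8%, exact interval 52.4 to 93.6), among them Rnu2-10 (2183), Rnu1b6 (1891) and Rnu1a1 (1427), and so did 30.3% of 403 tRNA genes (25.8 to 35.0). Of the 14, 5 are U3 genes, which encode a nucleolar RNA and are annotated in this class, and 4 of these form 1 cluster on chromosome 11.

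Reads that cannot be placed uniquely among repeated copies might produce such peaks. Equal coverage of tRNA genes, also repeated, would then follow, but their share was 5.59 times that of all 997 snRNA genes and below that of the curated ones, with exact intervals apart in both cases. The criterion set beforehand was met, but the side on which tRNA genes lie depends on the make-up of the set (979 of the 997 are predicted copies, of which 4.09% had a peak), so the test excludes nothing and read placement stays open. On chromosome 4, 2 peaks of equal width (8857 bp) and score (133.98), at 42052884 to 42061740 and 42550210 to 42559066, are what duplicated sequence would give.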
